# Voluntary running exercise modifies astrocytic population and features in the peri-infarct cortex

**DOI:** 10.1016/j.ibneur.2023.02.004

**Published:** 2023-02-22

**Authors:** Natsumi Yamaguchi, Toshinori Sawano, Jin Nakatani, Akiko Nakano-Doi, Takayuki Nakagomi, Tomohiro Matsuyama, Hidekazu Tanaka

**Keywords:** ACSA-2, astrocyte cell surface antigen-2, BrdU, 5-bromo-2′-deoxyuridine, DEG, differentially expressed gene, EDTA, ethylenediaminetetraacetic acid, FBS, fetal bovine serum, GO, gene ontology, GFAP, glial fibrillary acidic protein, GST-π, glutathione S-transferase-π, Gstp1, glutathione S-transferase, pi 1, Gstp2, glutathione S-transferase, pi 2, Iba1, ionized calcium-binding adapter molecule 1, Ig, immunoglobulin, Lcn2, lipocalin 2, MCAO, middle cerebral artery occlusion, PBS, phosphate-buffered saline, PFA, 4% paraformaldehyde, POD, post-operative day, qPCR, quantitative polymerase chain reaction, TUNEL, terminal deoxynucleotidyl transferase-mediated dUTP nick 3’-end labeling, Vegfa, vascular endothelial growth factor A, Vtn, vitronectin, Cerebral ischemia, Voluntary running exercise, Astrocytes, Transcriptome, Proliferation

## Abstract

Rehabilitative exercise following a brain stroke has beneficial effects on the morphological plasticity of neurons. Particularly, voluntary running exercise after focal cerebral ischemia promotes functional recovery and ameliorates ischemia-induced dendritic spine loss in the peri-infarct motor cortex layer 5. Moreover, neuronal morphology is affected by changes in the perineuronal environment. Glial cells, whose phenotypes may be altered by exercise, are known to play a pivotal role in the formation of this perineuronal environment. Herein, we investigated the effects of voluntary running exercise on glial cells after middle cerebral artery occlusion. Voluntary running exercise increased the population of glial fibrillary acidic protein-positive astrocytes born between post-operative days (POD) 0 and 3 on POD15 in the peri-infarct cortex. After exercise, transcriptomic analysis of post-ischemic astrocytes revealed 10 upregulated and 70 downregulated genes. Furthermore, gene ontology analysis showed that the 70 downregulated genes were significantly associated with neuronal morphology. In addition, exercise reduced the number of astrocytes expressing lipocalin 2, a regulator of dendritic spine density, on POD15. Our results suggest that exercise modifies the composition of astrocytic population and their phenotype.

## Introduction

Ischemic stroke occurs because of an inadequate blood supply to the brain, resulting in the induction of tissue necrosis in the ischemic core. Moreover, the size and location of the necrotic area influences the extent of the resulting neurological impairment. Although neuronal loss is irreversible given the limited neurogenic capacity of the central nervous system, some forms of neuronal plasticity outside the ischemic core allow for functional recovery (Biernaskie and Corbett, 2001, Jones and Schallert, 1992). We previously revealed that voluntary running exercise after focal cerebral ischemia promotes functional recovery and ameliorates ischemia-induced dendritic spine loss in the peri-infarct motor cortex layer 5 (Yamaguchi et al., 2021).

However, since neurons are damaged in the peri-infarct core (Enright et al., 2007), a supporting environment is needed to enhance beneficial neuronal plasticity. Additionally, synaptic remodeling is influenced by the perineuronal environment (Eroglu and Barres, 2010, Song and Dityatev, 2018), in which glial cells (astrocytes, oligodendrocytes, and microglia) are important components. Cerebral ischemia enhances glial proliferation (Li et al., 2014, Sawano et al., 2019, Sawano et al., 2015, Wada et al., 2016), which can induce changes in the perineuronal environment. Furthermore, exercise can affect the number, morphology, and function of glial cells (Andoh et al., 2019, Lundquist et al., 2019, Zheng et al., 2019). Thus, glial cells may be targeted by rehabilitative exercise following cerebral ischemia.

In this study, we demonstrated that exercise increases the population of GFAP-positive astrocytes born between post-operative days (POD) 0 and 3 on POD15 accompanied by functional changes in astrocytes, including reduction in lipocalin 2 (Lcn2) expression.

## Experimental procedures

### Animals

Male C.B-17/Icr-^+/+^Jcl mice were purchased from CLEA Japan (Tokyo, Japan). Eighty-one mice were divided into three groups: sham (3 mice), middle cerebral artery occlusion (MCAO) + non-exercise (39 mice), and MCAO + exercise (39 mice). Four MCAO + non-exercise mice and five MCAO + exercise mice died owing to a reduction in food intake that was caused by surgical invasion of the masticatory muscles; hence, these mice were excluded from the experiments. One MCAO + exercise mouse was excluded from the experiments because of its unusual vascular structure. The detailed number of mice in each experiment is indicated in each figure legend. All animal experiments were approved by the Animal Care and Use Committee of Ritsumeikan University, Biwako Kusatsu Campus. We used as few animals as possible and always minimized their suffering.

### Middle cerebral artery occlusion

C.B-17/Icr-^+/+^Jcl mice display low variability in cerebral vascular structures (Taguchi et al., 2010). Thus, we performed MCAO in 7-week-old C.B-17/Icr-^+/+^Jcl mice to induce reproducible cerebral infarction as previously described (Taguchi et al., 2010, Yamaguchi et al., 2021). Briefly, mice were anesthetized with a mixture of medetomidine (0.3 mg/kg; Nippon Zenyaku Kogyo, Fukushima, Japan), midazolam (4.0 mg/kg; Sandoz, Tokyo, Japan), and butorphanol tartrate (5.0 mg/kg; Meiji Seika Pharma, Tokyo, Japan) and were placed in semi-supination. The skin between the left eye and left ear was incised, and the cranial bone was drilled to approach the MCA. The exposed MCA was electrically occluded by using a bipolar coagulator (MS-50; MERA, Tokyo, Japan). After surgery, the mice were allowed to recover from anesthesia on a heating mat. The sham group was treated similarly but without MCAO. Crushed chow and water were provided ad libitum.

### Voluntary running exercise

For acclimatization to running exercise, mice of all three groups were housed in cages with a running wheel for 1 week as pre-training prior to MCAO. The MCAO + exercise group mice were exposed to a running wheel after MCAO for 15 days, 24 h/day, as previously described (Yamaguchi et al., 2021). One rotation was converted to a running distance of 35.168 cm. We recorded the running distance every 24 h after MCAO. After the MCAO procedure, the mice in the sham and MCAO + non-exercise groups were housed in cages without running wheels.

### 5-bromo-2′-deoxyuridine administration

To detect newborn cells after ischemia, 5-bromo-2′-deoxyuridine (BrdU; FUJIFILM Wako, Osaka, Japan) was administered to each group via intraperitoneal injection (50 mg/kg/day) immediately after MCAO and on POD1, 2, and 3.

### Immunohistochemistry

Mice were transcardially perfused with 4% paraformaldehyde (PFA) under deep isoflurane anesthesia. The brains were removed and post-fixed two overnights in PFA, followed by transfer into a 30% sucrose solution for cryoprotection. The brains were cut into consecutive 30 µm-thick coronal sections using a Leica CM1860 cryostat (Leica Microsystems GmbH, Wetzlar, Germany). The sections were blocked in 5% goat serum/0.5% Triton X-100/0.05% sodium azide in phosphate-buffered saline (PBS) for 1 h and then incubated with following primary antibodies in antibody dilution buffer (1% goat serum/0.1% Triton X-100/0.05% sodium azide in PBS) at 4 ºC for 16 h: rat anti-BrdU (BU1/75 [ICR1], 1:1000; Abcam, Cambridge, UK, Cat# ab6326, RRID: AB_305426) for BrdU-incorporated cells, rat anti-Ki67 (SolA15, 1:500; Thermo Fisher Scientific, Cat# 14–5698–82, RRID:AB_10854564) for proliferative cells, rabbit anti-ionized calcium-binding adapter molecule 1 (anti-Iba1, 1:500; FUJIFILM Wako, Osaka, Japan, Cat# 019–19741, RRID: AB_839504) for microglia, rabbit anti-glutathione S-transferase-π (anti-GST-π, 1:1000; MBL, Tokyo, Japan, Cat# Code No. 312, RRID: AB_591792) for oligodendrocytes, mouse anti-glial fibrillary acidic protein (anti-GFAP, 2E1. E9, 1:500; BioLegend, San Diego, CA, USA, Cat# 644702, RRID: AB_2294566), rabbit anti-GFAP (1:2000; Agilent, Santa Clara, CA, USA, Cat# Z0334, RRID: AB_10013382) for astrocytes, and rat anti-Lcn2 (1:100; BioLegend San Diego, CA, USA, Cat# 661502, RRID: AB_2563987). After three washes in PBS, the sections were reacted with the following appropriate secondary antibodies in antibody dilution buffer at 20 ºC for 3 h: biotin-labeled anti-rat immunoglobulin G (anti-rat IgG, 1:2000; KPL, Milford, MA, USA, Cat# 112–065–003, RRID: AB_2338168), Alexa Fluor 488-labeled anti-rat IgG (1:2000; Abcam, Cat# ab150165, RRID:AB_2650997), Alexa Fluor Plus 488-labeled anti-rabbit IgG (1:2000; Thermo Fisher Scientific, Waltham, MA, USA, Cat# A32790, RRID:AB_2762833), Alexa Fluor 546-labeled anti-rabbit IgG (1:2000; Thermo Fisher Scientific, Cat# A10040, RRID: AB_2534016), Alexa Fluor Plus 647-labeled anti-rabbit IgG (1:2000; Thermo Fisher Scientific, Cat# A32795, RRID: AB_2762835), and Alexa Fluor 647-labeled anti-mouse IgG (1:2000; Thermo Fisher Scientific, Cat# A21236, RRID: AB_2535805). Biotin-labeled secondary antibodies were visualized using streptavidin 488 (1:2000; Thermo Fisher Scientific, Cat# S11223). To detect BrdU, the sections were treated with 1N HCl for 30 min at 37 ºC and for 30 min at 25 ºC before immunohistochemical staining. Nuclei were visualized using DAPI (1:5000; Sigma, Darmstadt, Germany, Cat# D9542).

For Nissl staining, the sections were incubated with 0.025% (w/v) thionin acetate in 0.1N sodium acetate buffer at 37 ºC for 30 min, subsequently dehydrated consecutively in 70% and 100% ethanol, and cleared in Hemo-De (Falma, Tokyo, Japan). Finally, the sections were mounted on glass slides and embedded in Marinol (Muto pure chemicals, Tokyo, Japan).

### Terminal deoxynucleotidyl transferase-mediated dUTP nick 3’-end labeling (TUNEL) assay

To detect dying cells, GFAP- and DAPI-stained sections were subjected to TUNEL assay using the DeadEnd Fluorometric TUNEL System (Promega, Madison, WI, USA). Briefly, the sections were incubated in equilibration buffer for 15 min, subsequently incubated with fluorescein-12-dUTP and terminal deoxynucleotidyl transferase for 60 min at 37 ºC.

### Image acquisition

Coronal sections of the bregma—between 1.98 and 1.70 mm—were analyzed. The sections were scanned and reconstructed using a confocal microscope (FLUOVIEW FV10i; OLYMPUS, Tokyo, Japan) with a 60 × objective lens (OLYMPUS Plan Apo, NA = 1.4) or an ECLIPSE Ti2 microscope (Nikon, Tokyo, Japan) attached to a confocal unit (MAICO; HAMAMATSU PHOTONICS, Shizuoka, Japan) with a 40 × objective lens (Nikon Plan Apo, NA = 1.0). The infarct area was identified as the area where the nuclei shrank. To analyze a 424 µm × 424 µm area next to the infarct per section, images were captured in a field of view of 212 µm × 212 µm at four positions, and one section per brain was analyzed. To analyze a 450 µm × 400 µm area adjacent to the infarct per section, images were captured in a field of view of 150 µm × 200 µm at six positions, and three sections per brain were analyzed.

### Cell counting

A blinded experimenter counted the nuclei (DAPI, BrdU, and TUNEL) to determine the number of each cell type. The data are presented as the number of cells per field (424 µm × 424 µm or 450 µm × 400 µm).

### Measurement of Iba1-stained area

Image processing and analysis were performed using Fiji software (http://fiji.sc/ Fiji). Iba1-stained images were converted into 8-bit images, which were binarized using the Default algorithm; Iba1-stained areas are shown as black and automatically measured.

### Magnetic sorting of astrocytes

On POD15, astrocytes were sorted from the ipsilateral cortices. Two or three mice were used in each experiment. Tissue in 20 U/mL papain and 100 µg/mL DNase in Hanks’ balanced salt solution with 10 mM 2-[4-(2-Hydroxyethyl)-1-piperazinyl] ethanesulfonic acid-NaOH (pH 7.4) was dissociated twice using an 18G needle. This suspension was incubated at 37 ºC for 30 min and dissociated twice using 23G and 27G needles. The cell suspension was further isolated using a 70 µm cell strainer. The strainer was washed with 10 mL of PBS containing 2% fetal bovine serum (FBS) and 1 mM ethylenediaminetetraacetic acid (EDTA). The cells in PBS solution were centrifuged at 300 × *g* for 3 min at 4 ºC. The cells were resuspended in 500 µL of PBS containing 2% FBS and 1 mM EDTA. The cell suspension was centrifuged at 300 × *g* for 3 min at 4 ºC and the supernatant was discarded. The cells were suspended in 34 µL of PBS containing 2% FBS, 1 mM EDTA, and 66 µL of 30 µg/mL biotinylated anti-astrocyte cell surface antigen-2 antibody (anti-ACSA-2; Miltenyi Biotec B.V. & Co. KG, Bergisch Gladbach, Germany, Cat# 130–101–879, RRID: AB_2651191). After 15 min, 4 mL of PBS containing 2% FBS and 1 mM EDTA was added, and the solution was centrifuged at 300 × *g* for 5 min at room temperature after pipetting. The supernatant was discarded, and the cells were suspended in 100 µL of PBS containing 2% FBS and 1 mM EDTA. Next, 10 µL of Mojosort Streptavidin Nanobeads (BioLegend, San Diego, CA, USA) were added and allowed to react for 15 min followed by the addition of 2.5 mL of PBS containing 2% FBS and 1 mM EDTA by pipetting. The tubes were placed on an EasyEights EasySep Magnet (VERITAS, Santa Clara, CA, USA) for 10 min, after which the supernatant was discarded. This procedure was repeated three times, and the magnetically sorted cells were suspended in 200 µL of PBS containing 2% FBS and 1 mM EDTA.

### Microarray

Total RNA was extracted from sorted astrocytes using the TRIZOL reagent (Thermo Fisher Scientific). Approximately 70 ng of total RNA from each of the four samples per group were mixed into one pooled sample. Approximately 200 ng of total RNA per group was analyzed using the Clariom™ S Assay (Thermo Fisher Scientific) with a contracted analytical service (Filgen, Aichi, Japan). The GCCN-SST-RMA algorithm was used for data normalization. The data are available in the NCBI Gene Expression Omnibus database (accession number GSE210674) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210674). We eliminated genes with lower expression levels than those of the negative control. Differentially expressed genes (DEGs) were defined as genes with a log2 fold change > 1 (upregulated genes) or < −1 (downregulated genes). The downregulated genes in the MCAO + exercise group were clustered by applying gene ontology (GO) biological processes using Metascape (https://metascape.org/gp/index.html#/main/step1, accessed on June 2022). Gene identifiers were first converted into their corresponding *Mus musculus* Entrez gene IDs using the latest version of the database (last updated on 4/22/2022). Terms with a *p*-value < 0.01, minimum count of 3, and enrichment factor > 1.5 were collected and grouped into clusters.

### Quantitative polymerase chain reaction (qPCR) of astrocytic genes

Total RNA was extracted from sorted astrocytes using the TRIZOL reagent (Thermo Fisher Scientific). cDNA was prepared using ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan) from 100 ng total RNA per sample. qPCR was performed using THUNDERBIRD SYBR qPCR Mix (TOYOBO) and KOD SYBR qPCR Mix with the following gene-specific primers: *36b4* forward primer, 5′-TCATCCAGCAGGTGTTTGACA-3′; *36b4* reverse primer, 5′-GGCACCGAGGCAACAGTT-3′; *vascular endothelial growth factor A* (*Vegfa)* forward primer, 5′-GCTACTGCCGTCCGATTGAG-3′; *Vegfa* reverse primer, 5′-TGATCCGCATGATCTGCATGG-3′; *Lcn2* forward primer, 5′-CCACCACGGACTACAACCAG-3′; and *Lcn2* reverse primer, 5′-AGCTCCTTGGTTCTTCCATACA-3′. Target gene expression was normalized to that of *36b4*. All data were divided by average expression in the MCAO + exercise group.

### Statistical analyses

Data are presented as mean ± standard error of the mean. For large samples (n ≥ 5), statistical analyses were performed using Welch’s t-test in Excel version 2206 (Microsoft, Redmond, WA, USA). Statistical significance was set at *p* < 0.05. For BrdU staining, one mouse from the MCAO + non-exercise group and three mice from the MCAO + exercise group were excluded owing to poor staining quality.

## Results

### Exercise increased newborn astrocyte population after cerebral ischemia

Synaptic remodeling is influenced by the perineuronal environment (Eroglu and Barres, 2010, Song and Dityatev, 2018), in which glial cells are important components. On POD15, the number of dendritic spines in the peri-infarct motor cortex of the MCAO + exercise mice was larger than that of the MCAO + non-exercise mice (Yamaguchi et al., 2021). Thus, we expected that exercise would affect glial cells in the peri-infarct motor cortex on POD15. Post-ischemic glial proliferation in the peri-infarct area has been reported to peak around POD3 (Li et al., 2014, Sawano et al., 2015). Additionally, there may be differences between newborn glial cells after ischemia and residential glial cells before ischemia. Thus, we investigated the effect of exercise on the glial cell population born between POD0 and 3 on POD15. Hence, BrdU was administered on POD0 (immediately after MCAO), 1, 2, and 3. To acclimatize to running wheel exercise and initiate experiments with mice of all groups in the same pre-conditioned state, all mice were housed in cages with a running wheel for 1 week as pre-training prior to MCAO (Fig. 1A). Coronal sections of the bregma (between 1.98 and 1.70 mm) were observed to analyze the peri-infarct motor cortex.

**Fig. 1:**
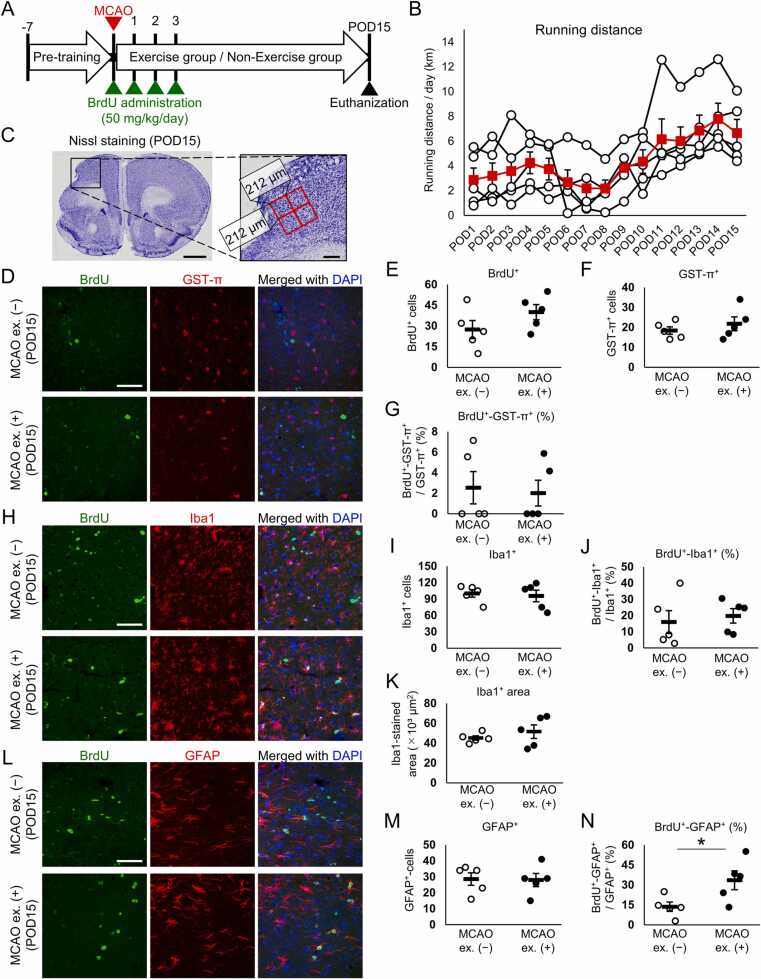
Exercise increased the population of newborn GFAP-positive cells after cerebral ischemia. (A) After pre-training (1 week), mice were divided into MCAO + non-exercise (MCAO ex. [−]) and MCAO + exercise (MCAO ex. [+]) groups and received a BrdU injection. (B) Average (red) and individual (white) running distance per 24 h after MCAO. (C) Representative Nissl staining in a POD15 mouse brain. We analyzed a 424 µm × 424 µm area next to the infarct per section by capturing four positions in a field of view of 212 µm × 212 µm. Scale bar: 1 mm (low-magnification image) and 200 µm (high-magnification image). (D) Sections were stained for BrdU and GST-π on POD15. The infarct boundary is located at the left side of the image. Scale bar: 50 µm. (E-G) The number of BrdU-positive cells (E), GST-π-positive cells (F), and the ratio of BrdU and GST-π double-positive cells to total GST-π-positive cells (G) in the MCAO + non-exercise and MCAO + exercise groups. (H) Sections were stained for BrdU and Iba1 on POD15. The infarct boundary is located at the left side of the image. Scale bar: 50 µm. (I and J) Number of Iba1-positive cells (I) and the ratio of BrdU and Iba1 double-positive cells to total Iba1-positive cells (J) in the MCAO + non-exercise and MCAO + exercise groups. (K) Iba1-stained area measure by using binarized Iba1-stained images. (L) Sections were stained for BrdU and GFAP on POD15. The infarct boundary is located at the left side of the image. Scale bar: 50 µm. (M and N) Number of GFAP-positive cells (M) and the ratio of BrdU and GFAP double-positive cells to total GFAP-positive cells (N) in the MCAO + non-exercise and MCAO + exercise groups. n = 5 mice in both the MCAO ex. (−) and MCAO ex. (+) groups. Dots and bars represent the data of individual mice and mean ± standard error of the mean, respectively. * *p* < 0.05.

Four of five mice ran > 1 km within 24 h after MCAO, and the running distance was gradually increased after POD8 (Fig. 1B). We analyzed the number of newborn cells between POD0 and 3 (BrdU-positive cells) and total glial cells in a 424 µm × 424 µm area next to the infarct on POD15 (Fig. 1C). The number of BrdU-positive cells in the MCAO + exercise group did not differ significantly from that in the MCAO + non-exercise group (Fig. 1D, E, H, and L). Oligodendrocytes were visualized using an anti-GST-π antibody. Exercise did not alter the number of GST-π-positive cells (Fig. 1D and F). The ratio of the number of GST-π-positive cells born between POD0 and 3 to the total number of GST-π-positive cells was low, with no significant difference between the MCAO + non-exercise and MCAO + exercise groups (Fig. 1D and G).

Microglia visualized using an anti-Iba1 antibody showed enlarged morphology (Fig. 1H), suggesting that microglial activation lasted for at least 15 days. Exercise did not affect the number of Iba1-positive cells or the ratio of Iba1-positive cells born between POD0 and 3 to the total number of Iba1-positive cells (Fig. 1H–J). Microglial activation increases Iba1-staining (Kopp et al., 2013, Sloka et al., 2013, Wang et al., 2014); however, we observed no differences in the Iba1-stained areas between the MCAO + non-exercise and MCAO + exercise groups (Fig. 1K).

Although GFAP is upregulated in reactive astrocytes (Eng and Ghirnikar, 1994), the number of GFAP-positive cells in the MCAO + exercise group did not differ from that in the MCAO + non-exercise group (Fig. 1L and M). In contrast, the ratio of GFAP-positive cells born between POD0 and 3 to the total number of GFAP-positive cells was significantly increased by exercise (*p* = 0.046) (Fig. 1N). These results indicate that voluntary running exercise increased the population of GFAP-positive astrocytes born between POD0 and 3 on POD15 without increasing the total number of GFAP-positive astrocytes.

### Exercise did not enhance astrocyte proliferation in acute phase after cerebral ischemia

Considering that voluntary running exercise increased the ratio of GFAP-positive cells born between POD0 and 3 to the total number of GFAP-positive cells on POD15 (Fig. 1N), we investigated whether exercise enhanced astrocyte proliferation during the acute phase. Post-ischemic proliferation of GFAP-positive cells is predominantly induced around POD3 (Li et al., 2014). Therefore, we counted the cell-cycle related protein Ki67- and GFAP-positive cells in a 450 µm × 400 µm area adjacent to the infarct site on POD3 (Fig. 2A). The cortex of the mice in the sham group showed few Ki67-positive cells, GFAP-positive cells, or Ki67 and GFAP double-positive cells (Fig. 2B–E). In contrast, MCAO increased the number of Ki67-positive cells, GFAP-positive cells, and the ratio of Ki67 and GFAP double-positive cells to the total number of GFAP-positive cells (Fig. 2B–E). However, the ratio of Ki67 and GFAP double-positive cells to the total number of GFAP-positive cells in the MCAO + exercise group did not differ from that in the MCAO + non-exercise group (Fig. 2B and E). Thus, the exercise-induced increase in the population of GFAP-positive astrocytes born between POD0 and 3 on POD15 was probably not owing to the enhanced proliferation in the acute phase after MCAO.

**Fig. 2:**
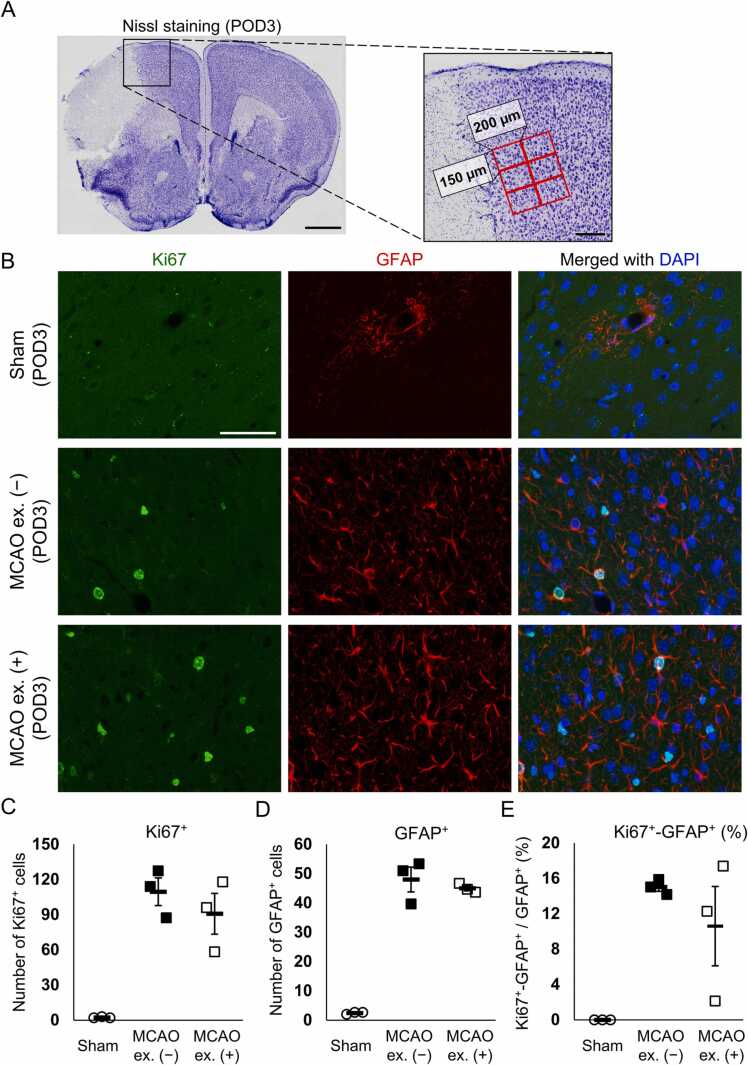
Exercise did not promote proliferation of GFAP-positive cells on POD3. (A) Representative Nissl staining in a POD3 mouse brain. A 450 µm × 400 µm area next to the infarct was analyzed by capturing six positions per section in a field of view of 150 µm × 200 µm. Scale bar: 1 mm (low-magnification image) and 200 µm (high-magnification image). (B) Sections were stained for Ki67 and GFAP on POD3. The infarct boundary is located at the left side of the image. Scale bar: 50 µm. (C-E) Number of Ki67-positive cells (C), GFAP-positive cells (D), and ratio of Ki67 and GFAP double-positive cells to total GFAP-positive cells (E) in the sham, MCAO + non-exercise (MCAO ex. [−]), and MCAO + exercise (MCAO ex. [+]) groups. n = 3 mice in the sham, MCAO ex. (−), and MCAO ex. (+) groups. Dots and squares indicate the average of three sections of individual mice. Bars represent the mean ± standard error of the mean.

### Exercise did not affect astrocytic cell death after cerebral ischemia

Exercise increased the population of GFAP-positive cells born between POD0 and 3 on POD15. However, exercise did not increase the total number of GFAP-positive astrocytes on POD15 or the astrocyte proliferation in the acute phase after MCAO. If exercise inhibited cell death in GFAP-positive astrocytes born between POD0 and 3 and instead increased cell death in residential GFAP-positive astrocytes, this could explain the increased population of GFAP-positive cells born between POD0 and 3 on POD15 without increasing the total number of GFAP-positive astrocytes. A previous study revealed a decrease in the number of GFAP-positive cells after POD6 (Li et al., 2014). Therefore, we performed a TUNEL assay in a 450 µm × 400 µm area adjacent to the infarct site on POD6 (Fig. 3A). TUNEL-positive cells were mainly observed near the infarct border (Fig. 3B). We did not detect differences in the number of GFAP-positive cells, TUNEL-positive cells, or TUNEL and GFAP-double positive cells between the MCAO + non-exercise and MCAO + exercise groups (Fig. 3C–E). Furthermore, the small number of TUNEL and GFAP double-positive cells in both groups (< 1.4 cells in a 450 µm × 400 µm area) suggests that exercise-induced significant increase in the number of cell death in residential GFAP-positive astrocytes and decrease in the number of cell death in GFAP-positive astrocytes born between POD0 and 3 cannot be expected. Thus, the increased population of GFAP-positive cells born between POD0 and 3 on POD15 without increasing the total number of GFAP-positive astrocytes was not owing to the changes in cell death of GFAP-positive cells due to exercise.

**Fig. 3:**
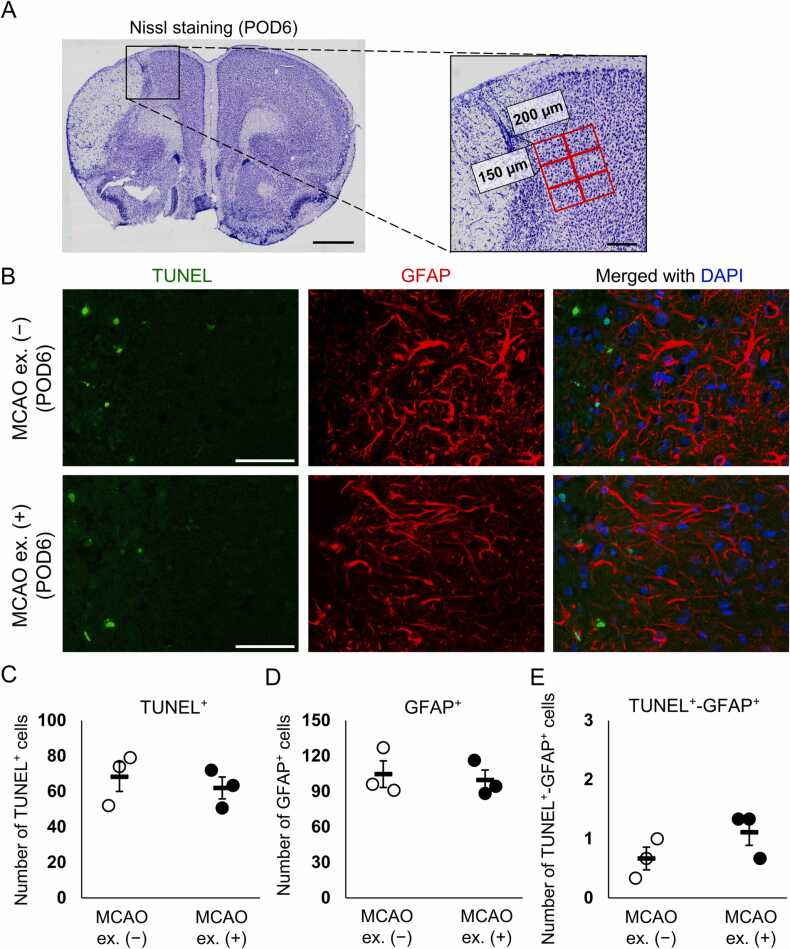
GFAP and TUNEL double-positive cells in the MCAO + non-exercise and MCAO + exercise groups on POD6. (A) Representative Nissl staining in a POD3 mouse brain. A 450 µm × 400 µm area next to the infarct was analyzed by capturing six positions per section in a field of view of 150 µm × 200 µm. Scale bar: 1 mm (low-magnification image) and 200 µm (high-magnification image). (B) Sections were stained for TUNEL and GFAP on POD6. The infarct boundary is located at the left side of the image. Scale bar: 50 µm. (C-D) Number of TUNEL-positive cells (C), GFAP-positive cells (D), and TUNEL and GFAP double-positive cells (E) in the MCAO + non-exercise (MCAO ex. [−]) and MCAO + exercise (MCAO ex. [+]) groups. n = 3 mice in both the MCAO ex. (−) and MCAO ex. (+) groups. Dots and bars represent the data of individual mice and mean ± standard error of the mean, respectively.

Despite the low number of dying GFAP-positive cells (Fig. 3E), the number of GFAP-positive cells in the MCAO + non-exercise and MCAO + exercise groups on POD15 was smaller than those on POD3 (Fig. 1M and 2D). Our results suggest that GFAP-positive cells reduced GFAP expression after POD3. The exercise-induced increase in the population of GFAP-positive astrocytes born between POD0 and 3 without increasing the total number of GFAP-positive astrocytes may be explained by promoting the decrease of GFAP expression in residential astrocytes before ischemia and inhibiting the decrease of GFAP expression in astrocytes born between POD0 and 3.

### Exercise reduced Lcn2 protein expression in astrocytes after cerebral ischemia

Exercise increased the population of GFAP-positive astrocytes born between POD0 and 3 on POD15 (Fig. 1N) while ameliorating ischemia-induced dendritic spine loss on POD15 (Yamaguchi et al., 2021). Synaptic remodeling is influenced by the perineuronal environment (Eroglu and Barres, 2010, Song and Dityatev, 2018), and astrocytes contribute to its formation. Therefore, we expected that the population change in GFAP-positive astrocytes by exercise would be accompanied by functional changes on POD15. To investigate the molecular changes in astrocytes, the astrocytic transcriptome of the MCAO + exercise group was compared with that of cells in the MCAO + non-exercise group on POD15. 

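The array data came from astrocytes selected with an antibody against ACSA-2, a surface antigen of astrocytes, and bound to magnetic beads. For each group, RNA of 4 extracts, about 70 ng of each, was mixed into 1 pool. About 200 ng per pool was measured on 1 Clariom S array, a mouse array that measures gene expression with probe sets. The 2 pools were from POD15, after 15 days with a running wheel (MCAO + exercise) or without exercise (MCAO + non-exercise). A contracted service normalized the arrays with GCCN-SST-RMA, which corrects for the GC content of the probes, rescales the signals and summarizes the probes of each probe set. The deposited intensities covered 22142 probe sets and ran from 5.53 to 999964 on the array labelled MCAO + non-exercise and from 6.30 to 999964 on the array labelled MCAO + exercise, with medians of 112.3 and 106.4. They were used without further scaling, and log2 was taken. A gene symbol was available for 19527 probe sets, which stood for 19494 genes, and 2615 probe sets remained unnamed. The study removed genes below the negative control. No control probe sets were among the rows used here, so the background was set to the 25th percentile of each array's named probe sets, which was 5.08 on the log2 scale for MCAO + non-exercise and 4.89 for MCAO + exercise. The 15196 genes above it on at least 1 array were kept. Each difference is the log2 value of the array labelled MCAO + exercise minus that of the array labelled MCAO + non-exercise. As each group had 1 array, no spread between animals or extracts could be measured, no difference was tested, and no error is given. To describe a difference, it was ranked among the 500 other kept genes nearest in mean level. The median of a gene list was placed among the medians of 10000 random lists of kept genes of the same size and mean level, which describes these 2 arrays and not the groups. The lists were written before the data were examined but after the study's gene tables had been read, and some members were taken up with those tables known.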

Astrocytes were sorted from the ipsilateral cortices of the mice in the MCAO + non-exercise and MCAO + exercise groups. Ten upregulated (Table 1) and 70 downregulated genes (Table 2) were detected in the MCAO + exercise group compared to the MCAO + non-exercise group (accession number GSE210674, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210674) (Fig. 4 A). 

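On the array labelled MCAO + exercise, 573 of 15196 kept genes were higher by more than 1 on the log2 scale, and 359 were lower by more than 1. These directions follow the labels of the deposited arrays and are opposite to those of Tables 1 and 2. Of the 80 listed genes, 72 had a named probe set, and all 72 had the listed size, within 4.9e-10, with the other sign. The 68 matched genes of Table 2 were therefore higher on the array labelled MCAO + exercise, with a median difference of 1.34. Kif5a, a kinesin motor of axonal transport, had the largest difference among them, with log2 values of 13.28 and 17.37. Camk2a, a calcium-dependent kinase abundant in excitatory neurons, was higher by 3.13, and Mobp, a myelin protein, by 2.06. The 4 matched genes of Table 1 were lower, Vegfa by 1.40, the splicing factor Snrnp70 by 1.34, the adhesion molecule Alcam by 1.10 and Ms4a7, which macrophages express, by 1.04. Several of the highest differences belonged to genes outside the tables. The neuronal gene Nrsn1 was higher by 4.80, the kinesin Kif5c by 3.87, the presynaptic gene Rims1 by 3.62 and the calcium sensor Vsnl1 by 3.34. On the array labelled MCAO + non-exercise these genes had log2 values of 8.07, 9.76, 9.12 and 6.71. The lowest value of a matched table gene on either array was 11.48, so the background used here let in dimmer genes than the tables hold. With that level required on both arrays, a setting chosen after the values were seen, 68 genes were higher and 4 lower. That setting keeps every matched table gene by construction. Of the genes that were lower, Trank1 had a difference of -2.67, the NMDA receptor subunit Grin2b -2.41, Nxph1 -2.20 and the neuropeptide Y receptor Npy1r -2.15. All 29 kept markers of mature oligodendrocytes and myelin were higher on the array labelled MCAO + exercise, with a median of 0.84, and 8 of them are in Table 2. The 21 outside it had a median of 0.70, above those of all 10000 random lists. Of 29 kept neuron markers, 13 were higher by more than 1 and 4 were lower by more than 1, with a median of 0.89. The counts depended on the processing. Centring each array on the median of the kept genes gave 464 genes that were higher and 520 that were lower, a background passed on both arrays gave 516 and 230, and an offset of 32 added before log2 gave 403 and 99. After quantile normalization, 47 of the 72 matched genes stayed past the threshold. It lowered the differences of the Table 2 genes by a median of 0.20, so that their median was 1.15 and the 25 genes with differences from 1.00 to 1.17 ended under 1, the lowest at 0.80. Kif5a was then higher by 3.93, Camk2a by 2.95 and Mobp by 1.90, and the 4 genes of Table 1 had a median of -1.42, against -1.22 before.

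**Figure D1:**
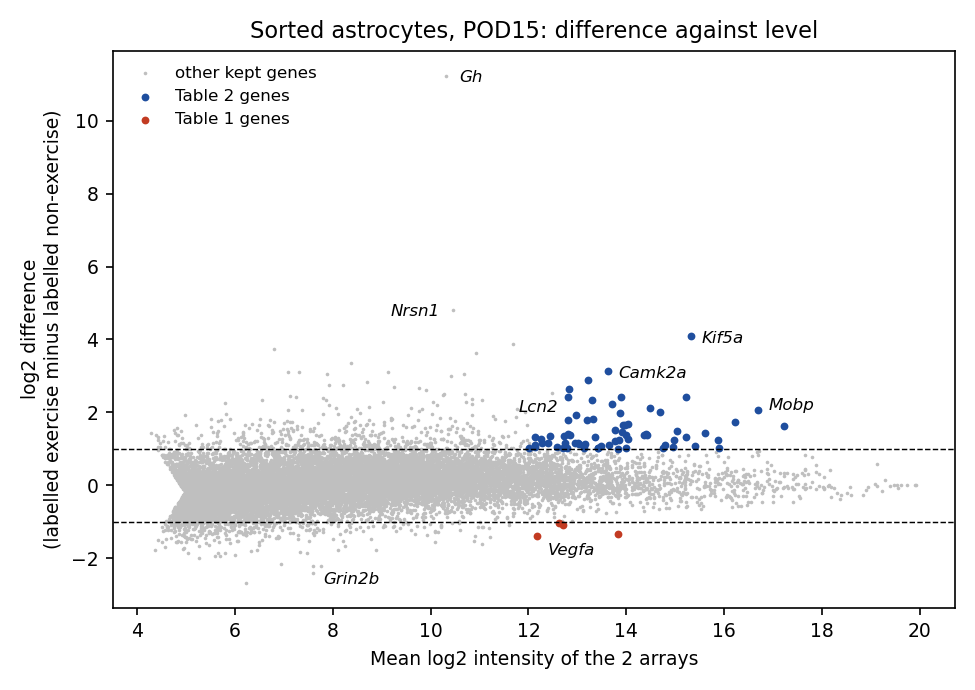
Difference in log2 intensity (array labelled MCAO + exercise minus array labelled MCAO + non-exercise, vertical axis) against the mean log2 intensity of the 2 arrays (horizontal axis) for the 15196 kept genes. Blue points are the 68 matched genes of Table 2, red points the 4 matched genes of Table 1, gray points all other kept genes, and dashed lines mark differences of 1 and -1; the table genes lie among the brighter genes, while most genes past the lower line are dim. The highest point is Gh, which was not above background on the array labelled MCAO + non-exercise and is drawn at its measured value.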

The GO biological processes term “Cell morphogenesis involved in neuron differentiation” associated with the downregulated genes in astrocytes in the MCAO + exercise group was included in the top-ranked categories (Fig. 4B). 

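Genes that shape axons and dendrites were mostly higher on the array labelled MCAO + exercise, the direction by label that is opposite to the study's tables. Of 48 kept genes on a list of neurite and dendrite morphogenesis, 18 were higher by more than 1, 3 were lower by more than 1 and the median difference was 0.57. Besides the motor Kif5a, the list held Kif5b, another kinesin heavy chain, which was higher by 2.23, and the membrane glycoprotein Gpm6a, which was higher by 2.12. Those with the highest signals, the small GTPases Rac1 and Cdc42 and the actin-severing factor Cfl1, had differences of 0.29, 0.09 and -0.07. The list was written with the tables known, and 13 of its kept members are in them. The other 35 had a median of 0.30, at percentile 99.42 of random lists, with 7 higher by more than 1 and 1 lower. Motor genes of the kinesin and dynein families had a median of 0.59 over 26 kept genes, and of 0.43 over the 21 outside the tables. The adaptor Trak2, which links mitochondria to kinesin and is outside the tables, was higher by 2.54, and Kif1a, a Table 2 gene, by 2.33. Subunits of mitochondrial complex IV and cytochrome c moved together, with all 13 higher and a median of 0.83. The Table 2 genes Cox6a1, Cox6c and Cox8a were higher by 1.75, 1.67 and 1.43, and Cox7c, outside the tables, by 0.80. Of the 13, 5 are in Table 2. The other 8 had a median of 0.78, at percentile 99.92, and 0 of them were higher by more than 1. Genes of the canonical Wnt pathway went both ways, 18 of 33 higher and 15 lower, with a median of 0.08 at percentile 44.04, and of -0.05 at percentile 8.62 over the 29 outside the tables. Among the genes at the level of the listed ones on both arrays, a setting chosen after the values were seen, the median was 1.06. That setting keeps every matched table gene by construction. This median is the value of the Table 2 gene Tle5, so it restates the tables and is no result on the pathway. Pro-apoptotic genes had a median of 0.03 over 17 kept members, although Hipk2, a kinase shared with the Wnt list, was higher by 1.37. The GO enrichment itself was not repeated here.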

Exercise inhibits MCAO-induced dendritic spine loss (Yamaguchi et al., 2021). To identify the astrocytic factors interacting with neurons, secreted type factors annotated to the GO cellular component term “extracellular components” were isolated from the DEGs. Consequently, one upregulated gene (*Vegfa*) and four downregulated genes [*Lcn2*; *Glutathione S-transferase, pi 2* (*Gstp2*); *Vitronectin* (*Vtn*); and *Glutathione S-transferase, pi 1* (*Gstp1*)] were identified (Fig. 4C). 

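Of the secreted factors, Vtn, Gstp1 and Gstp2 were each about 2-fold brighter on the array labelled MCAO + exercise. Vtn encodes an adhesive glycoprotein of plasma and matrix, and its log2 value was 15.38 on the array labelled MCAO + non-exercise and 16.40 on the array labelled MCAO + exercise, a difference of 1.03. Gstp1 and Gstp2 encode glutathione transferases of the pi class, and their differences were 1.02 and 1.13. The sequences of this pair are nearly identical, so their probe sets may not separate them and the values are uncertain as those of single genes. All 3 lay near the threshold of 1 and fell under it after quantile normalization, to 0.86 for Vtn, 0.82 for Gstp1 and 0.94 for Gstp2. Among the 500 other genes nearest in level, Vtn ranked 22 from the highest, Gstp1 28 and Gstp2 21. Other glutathione and antioxidant genes went in part the same way. Of 18 kept members outside the tables, 14 were higher and 4 were lower, with a median of 0.28 at percentile 90.25 of random lists. Selenow, a selenoprotein in Table 2, was higher by 2.42 and Gstm1 by 0.67. By contrast, Hmox1, heme oxygenase, had a difference of -0.58 and Gpx1 one of -0.27. The study stained oligodendrocytes through GST-π, the pi class protein. All 29 kept markers of mature oligodendrocytes and myelin were also higher, with a median of 0.84. Whether the Gstp1 and Gstp2 signals came from such cells was not tested. Markers of pericytes and smooth muscle, among which Vtn is counted, went both ways, with 7 of 12 kept members higher and 5 lower. Besides Vtn, Abcc9 was higher by 1.10 and Rgs5 by 0.86, whereas Anpep had a difference of -0.47. The contractile genes Acta2 and Myh11 had differences of -1.53 and -1.38. The list joins both cell types, which were not separated, so its split does not show how either went.

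**Figure D2:**
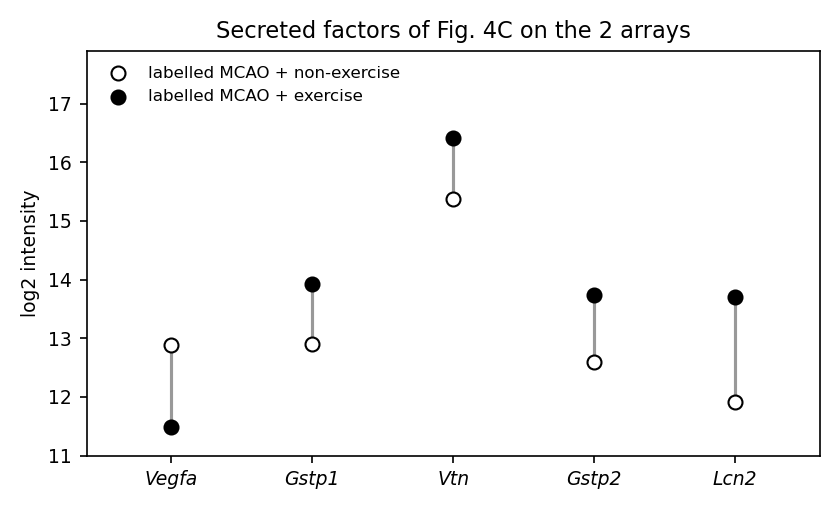
Log2 intensity (vertical axis) of the 5 genes of Fig. 4C on the array labelled MCAO + non-exercise (open circles) and the array labelled MCAO + exercise (filled circles), 1 array per group, with a line joining each pair. Vegfa has the higher value on the array labelled MCAO + non-exercise, and Gstp1, Vtn, Gstp2 and Lcn2 have it on the array labelled MCAO + exercise.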

The most upregulated (*Vegfa*) and most downregulated (*Lcn2*) genes are involved in dendritic spine density modulation; VEGFA induces dendritic spine formation (Licht et al., 2010) whereas Lcn2 reduces dendritic spine density (Mucha et al., 2011). 

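Vegfa, the angiogenic growth factor, had a log2 value of 12.88 on the array labelled MCAO + non-exercise and 11.48 on the array labelled MCAO + exercise. Its difference of -1.40 was lower than those of all 500 other kept genes nearest in mean level. Lcn2, a secreted iron-siderophore carrier induced in inflammation, had values of 11.92 and 13.71. It was higher by 1.79 and ranked 8 from the highest among its 500 neighbours. By label, both directions are opposite to those in the tables. In the study both genes were measured by qPCR, and a tendency is reported only for Lcn2, which was lower with exercise. Staining gave a smaller share of Lcn2-positive cells among GFAP-positive cells beside the infarct, which is protein and not RNA of sorted cells. Neither measure settles how the arrays are labelled. Other genes by which astrocytes act on synapses showed no common direction. Besides Vegfa and Lcn2, 6 of 12 kept genes on that list were higher and 6 lower, with a median of -0.11 at percentile 11.95. Thbs1, a thrombospondin that promotes synapse formation, had a difference of -0.74, and Sparc and Sparcl1 had differences of 0.04 and 0.45. Among growth factors, Fgf1 was higher by 2.48 and Igf1 had a difference of -0.57. Of the other hypoxia-responsive and glycolysis genes, to which Vegfa also belongs, Egln1 was higher by 1.11 and Ndrg1 by 1.02, P4ha2 had a difference of -0.88, and the median of the whole list, 23 kept genes, was 0.03, or -0.20 after quantile normalization. Several neutrophil genes were higher together with Lcn2, which neutrophils also express, although ACSA-2 sorting should remove these cells. Of 10 kept neutrophil markers, 5 were higher by more than 1, including Ngp by 2.83 and Retnlg by 1.62, and the median was 0.97, above those of all 10000 random lists. With the 2 markers that were above background on only 1 array at their bound, the median was 0.66 and 4 were higher by more than 1. S100a8 was higher by 1.04 and S100a9 by 0.89, whereas the granule enzyme Mpo had a difference of -0.54 and the receptor Csf3r one of -0.15.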

The expression of *Vegfa* and *Lcn2* in post-ischemic astrocytes was examined by qPCR because microarray data normalization can induce overestimation (Wang et al., 2011). We confirmed a tendency for decreased *Lcn2* expression after exercise (*p* = 0.074) (Fig. 4D and E). Furthermore, Lcn2 protein expression was analyzed in a 450 µm × 400 µm area adjacent to the infarct on POD15 (Fig. 4F). Lcn2 expression was mainly observed in the area near the infarct border and some Lcn2 signals were merged with GFAP signals (Fig. 4G). Moreover, there were more GFAP and Lcn2 double-positive cells in the deep cortex layers (Fig. 4G). We confirmed that exercise significantly decreased the ratio of Lcn2 and GFAP double-positive cells to the total number of GFAP-positive cells (*p* = 0.031), and Lcn2 staining intensity in GFAP-positive cells in the MCAO + exercise group was weaker than that in the MCAO + non-exercise group (Fig. 4G and H). Thus, exercise substantially downregulated the protein level of Lcn2 production in GFAP-positive cells. These results suggest that exercise modifies astrocytic phenotype after cerebral ischemia.

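Genes that mark astrocytes in general were higher on the array labelled MCAO + exercise. Of 28 kept astrocyte core genes, 27 were higher and 10 of these by more than 1, with a median of 0.88. The receptor Gpr37l1 was higher by 2.10, the mitochondrial glutamate carrier Slc25a18 by 1.84, the calcium-binding protein S100b by 1.80 and the glutamate transporter Slc1a3 by 1.26. Slc1a2, the other main astrocytic glutamate transporter, had a difference of 0.11. The 24 core genes outside the tables had a median of 0.74, above those of all 10000 random lists. Genes of reactive astrocytes had lower medians, and the difference from the core genes was not tested. Of 12 kept pan-reactive genes, only Lcn2 passed 1, with Gfap, the intermediate filament protein stained in the study, higher by 0.74, the protease inhibitor Serpina3n by 0.86, the chemokine Cxcl10 by 0.78, Vim by 0.17 and Cd44 at -0.20. The list's median was 0.16, at percentile 65.13. It was 0.48, at percentile 97.39, among the genes at the level of the listed ones. That setting was chosen after the values were seen and keeps every matched table gene, here Lcn2, by construction. Genes assigned to A1 reactive astrocytes had a median of -0.22 over 10 kept members, and those assigned to A2 astrocytes one of -0.48 over 11, at percentile 0.06. Which cells of the pools these medians come from was not tested, and markers of microglia and endothelium were mostly lower too. Of the A2 genes, B3gnt5 had a difference of -0.88 and Ptgs2, cyclooxygenase-2, one of -0.71. Proliferation genes showed no common direction, with Mki67 higher by 0.40, Rrm2 at -0.56 and a median of -0.04 over 17. Transcripts of other cell types were present in both pools, some at high levels, and their markers went in different directions. On the arrays labelled MCAO + non-exercise and MCAO + exercise, Mbp had log2 values of 18.82 and 19.42. The microglia marker Laptm5 had 18.72 and 18.46, against 16.34 and 16.45 for Slc1a2 and 10.67 and 11.41 for Gfap. Levels of different probe sets do not give the share of each cell type. Markers of mature oligodendrocytes and myelin, neurons and neutrophils were mostly higher on the array labelled MCAO + exercise, with medians of 0.84, 0.89 and 0.97. Of 20 kept microglia markers, 16 were lower on the array labelled MCAO + exercise, with a median of -0.24, although Tmem119, with the largest difference on the list, was higher by 0.69. Tyrobp had a difference of -0.62, Trem2 -0.57, Csf1r -0.06 and C1qb -0.29. Aif1, which encodes Iba1, had a difference of -0.34. Of 17 kept endothelial markers, 16 were lower, with a median of -0.34. Which of these differences go beyond the spread between animals cannot be read from 1 array per group.

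**Figure D3:**
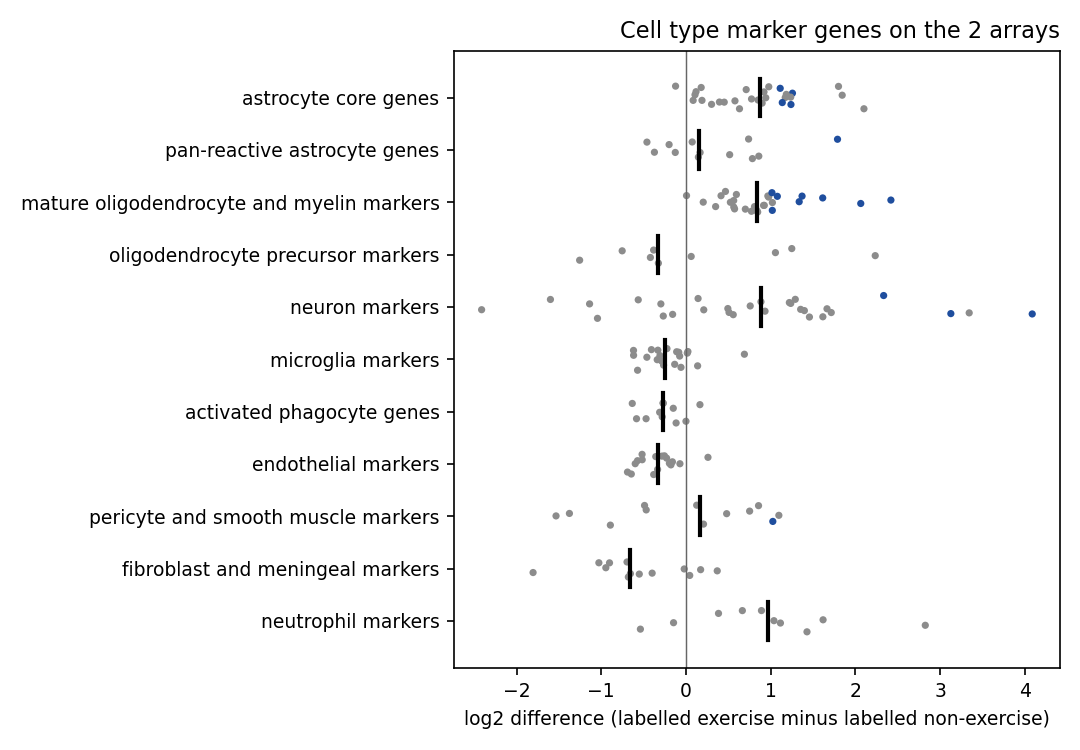
Difference in log2 intensity (array labelled MCAO + exercise minus array labelled MCAO + non-exercise, horizontal axis) of each kept marker gene, by cell type list. Points are genes, blue where the gene is in Table 1 or 2, and black bars are list medians, from -0.66 for fibroblast and meningeal markers to 0.97 for neutrophil markers.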

**Table 1:** The upregulated genes in MCAO + exercise astrocytes.

Gene symbol	Log2 fold change
Gm2310	1.461957553
Gm10974	1.451961352
Vegfa	1.401180263
Gm17428	1.398029393
Snrnp70	1.336465849
Alcam	1.098251221
Gm11060	1.092815175
Gm21738	1.067646042
H2-Ea-ps	1.059989931
Ms4a7	1.037801654

**Table 2:** The downregulated genes in MCAO + exercise astrocytes.

Gene symbol	Log2 fold change
Kif5a	-4.087966618
Camk2a	-3.127336747
Trp53inp2	-2.880754141
Cdr1	-2.653389013
Rcan2	-2.432248794
Sepw1	-2.421518197
Bcas1	-2.419597862
Kif1a	-2.333921402
Kif5b	-2.225187027
Gpm6a	-2.119140636
Mobp	-2.063638014
Pkp4	-2.014174867
Scd1	-1.971750236
Ptpro	-1.914882812
Dync1li2	-1.805539875
Snrpn	-1.791156729
Lcn2	-1.789195533
Zfp365	-1.788642587
Cox6a1	-1.747299392
Lpar1	-1.694715194
Cox6c	-1.667423475
Ndufb9	-1.656065148
Plekhb1	-1.614326348
Ankrd12	-1.524885052
Tmem47	-1.482622292
Map4	-1.469505217
Cox8a	-1.434944875
Apc	-1.404991548
Rps21	-1.402470826
Cyb5r3	-1.389229017
Rhou	-1.374908091
Qdpr	-1.370572773
Hipk2	-1.36697422
Fam213a	-1.35645669
Usmg5	-1.346652579
Sirt2	-1.336671615
Rpl37rt	-1.318596157
Cox4i1	-1.314964189
Nudt4	-1.282897841
Slc1a3	-1.257186671
Stmn1	-1.249932909
Aldoc	-1.23955907
Fads2	-1.233734297
Calm3	-1.219045282
Fam171b	-1.166730727
Odc1	-1.165191612
Klf4	-1.161459177
Dusp3	-1.155628649
Stau2	-1.154947283
Plpp3	-1.136989764
Gstp2	-1.132053582
Erbb2ip	-1.115016961
Ednrb	-1.112510909
Rab6a	-1.098184885
Cryab	-1.078615066
Ddit3	-1.06438597
Pacs2	-1.06110574
Aes	-1.060375329
Nudt3	-1.05254725
Rps7	-1.034765276
Vtn	-1.025434486
Cox5b	-1.023273515
Gstp1	-1.021524444
Ndrg1	-1.019337145
Pea15a	-1.016534917
Tppp	-1.015346073
1700047I17Rik2	-1.011476647
Rps2	-1.01120742
Sccpdh	-1.011068192
Myeov2	-1.002075601

**Fig. 4:**
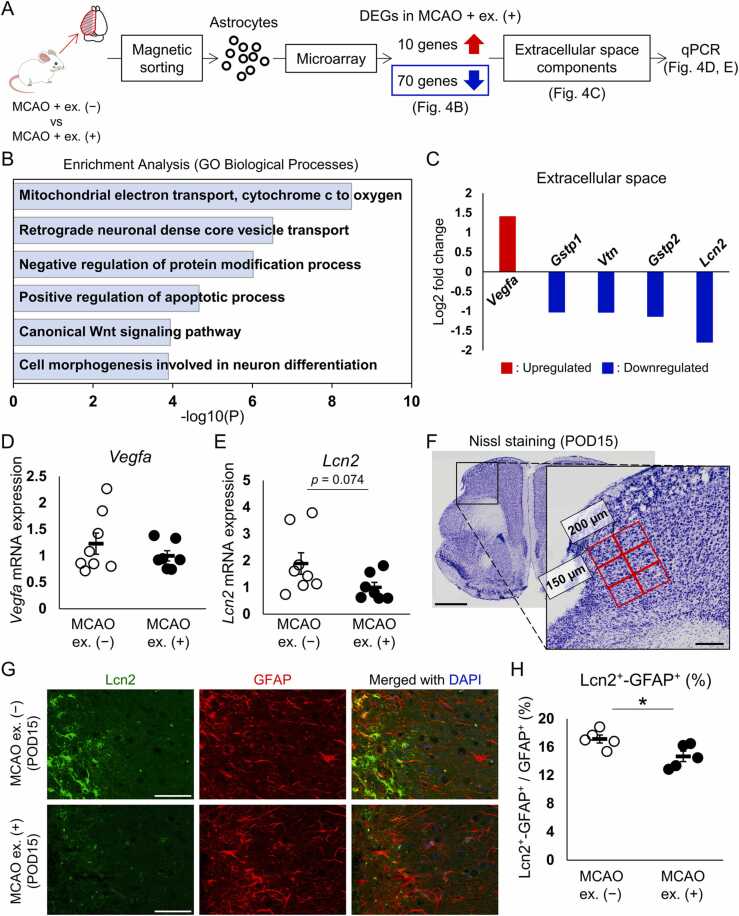
Exercise reduced Lcn2 expression in post-ischemic astrocytes. (A) Astrocytes were sorted from the ipsilateral cortices of the MCAO + non-exercise (MCAO ex. [−]) and MCAO + exercise (MCAO ex. [+]) groups and underwent transcriptome and qPCR analyses. (B) Top six clusters of GO biological process enrichment analysis. (C) DEGs of astrocytes in the MCAO ex. (+) group associated with the GO cellular component term, “extracellular space.” (D, E) Relative expression levels of (D) *Vegfa* and (E) *Lcn2* mRNA in ischemic astrocytes. Target gene expression was normalized to *36b4* expression. The expression levels of the MCAO ex. (−) group were set to 1. Dots and bars represent the individual sample (2 or 3 mice/sample) and mean ± standard error of the mean, respectively. (F) Representative Nissl staining in a POD15 mouse brain. A 450 µm × 400 µm area next to the infarct was analyzed by capturing six positions per section in a field of view of 150 µm × 200 µm. Scale bar: 1 mm (low-magnification image) and 200 µm (high-magnification image). (G) Sections were stained for Lcn2 and GFAP on POD15. The infarct boundary is located at the left side of the image. Scale bar: 50 µm. (H) Ratio of Lcn2 and GFAP double-positive cells to total GFAP-positive cells in the MCAO + non-exercise (MCAO ex. [−]) and MCAO + exercise (MCAO ex. [+]) groups. n = 5 mice in both the MCAO ex. (−) and MCAO ex. (+) groups. Dots and bars represent the data of individual mice and mean ± standard error of the mean, respectively. * *p* < 0.05.

## Discussion

We previously demonstrated that the number of dendritic spines in the peri-infarct motor cortex of the MCAO + exercise mice was larger than that of the MCAO + non-exercise mice (Yamaguchi et al., 2021). Moreover, the perineuronal environment influences synaptic function and structure. Therefore, we focused on the exercise-induced changes in non-neuronal cells following cerebral ischemia.

Glial cells upregulate their proliferative activity in the ischemic cortex (Li et al., 2014, Sawano et al., 2019, Sawano et al., 2015, Wada et al., 2016), which affects the perineuronal environment. Post-ischemic glial proliferation in the peri-infarct area has been reported to peak around POD3 (Li et al., 2014, Sawano et al., 2015). Therefore, we investigated the effect of exercise on the late-phase existence of glial cells born between POD0 and 3 using BrdU labeling. Exercise increased the population of GFAP-positive astrocytes born between POD0 and 3, without increasing the total number of GFAP-positive astrocytes on POD15 (Fig. 1M and N). Ki67 staining indicated that exercise did not promote proliferation of GFAP-positive astrocytes on POD3 (Fig. 2E). Thus, the exercise-related increase in the population of GFAP-positive astrocytes born between POD0 and 3 on POD15 was neither due to a corresponding increase in the number of post-mitotic GFAP-positive astrocytes nor due to changes in cell death of GFAP-positive astrocytes, as few GFAP-positive cells died after cerebral ischemia, and no differences in the number of TUNEL and GFAP double-positive cells between the MCAO + non-exercise and MCAO + exercise groups were observed (Fig. 3E). Thus, exercise did not affect the GFAP-positive astrocytic population through cell death; however, it is possible that exercise changed GFAP expression in post-ischemic astrocytes. The number of GFAP-positive cells increased in the acute phase of cerebral ischemia and decreased after POD6 (Fig. 2B, E) (Li et al., 2014). However, death of GFAP-positive cells was hardly observed on POD6 (Fig. 3E). A fate tracing experiment using *GFAP-CreER*^*TM*^*;tdRFP* mice administrated tamoxifen after MCAO demonstrated that approximately 25% of tdRFP-positive cells lack immunoreactivity for GFAP (Shimada et al., 2012), indicating that GFAP-positive astrocytes reduce their GFAP expression after ischemia. Based on these results, we believe that exercise inhibited the decrease in GFAP expression in BrdU-incorporated astrocytes while promoted the decrease in GFAP expression in residential astrocytes before ischemia, resulting in an increase in the population of BrdU and GFAP double-positive astrocytes without increasing the total number of GFAP-positive astrocytes (Fig. 5). A previous study indicated a decreased number of GFAP-positive cells after POD6 (Li et al., 2014), implying that exercise changes GFAP expression approximately 1 week after MCAO. The running distances of four of five mice reached > 1 km within 24 h after MCAO and gradually increased after POD8 (Fig. 1B). Thus, we consider that the change in GFAP expression was induced by the synergistic effect of continuous running exercise for ≥ 1 week and high-intensity exercise approximately 1 week after MCAO.

**Fig. 5:**
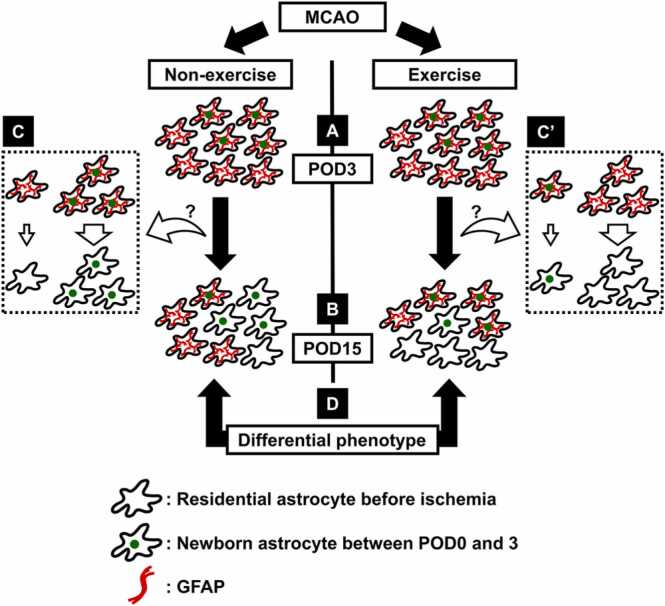
Schematic representation of the effect of exercise on post-ischemic astrocytes. (A) Exercise does not increase the population of newborn GFAP-positive astrocytes on POD3. (B) On the other hand, exercise increases the population of GFAP-positive astrocytes born between POD0 and 3 on POD15. However, exercise does not increase the total number of GFAP-positive astrocytes on POD15. Furthermore, despite the low number of dying GFAP-positive astrocytes, the number of GFAP-positive astrocytes is decreased after POD3. (C, C’) Hence, we believe that GFAP-positive astrocytes reduce their GFAP expression. Exercise-induced increase in the population of GFAP-positive astrocytes born between POD0 and 3 without increasing the total number of GFAP-positive astrocytes may be explained by promoting the decrease of GFAP expression in residential astrocytes before ischemia and inhibiting the decrease of GFAP expression in astrocytes born between POD0 and 3. (D) The astrocytic cluster affected by exercise exhibits a differential phenotype from that derived from lack of exercise.

Our results imply that exercise alters GFAP expression after cerebral ischemia. GFAP is a marker of reactive astrocytes (Eng and Ghirnikar, 1994), and this change in GFAP expression implies a change in astrocytic activation. Some subtypes of reactive astrocytes have different transcriptomes and functions (Liddelow et al., 2017, Zamanian et al., 2012), and their phenotypes vary depending on the situation (Zamanian et al., 2012). Exercise subtly decreased *Lcn2* expression in post-ischemic astrocytes (Fig. 4E). Previous studies demonstrated that the translation of Lcn2 is directly inhibited by miR-138 (Xiong et al., 2016), which is upregulated in the injured cerebral cortex by exercise (Miao et al., 2015). Consistently, immunohistological analysis revealed that exercise decreased the number of Lcn2-positive astrocytes on POD15 (Fig. 4H). Lcn2, a secretory protein belonging to the lipocalin family, is upregulated in astrocytes and endothelial cells by ischemia and inflammatory stimuli (Jin et al., 2014, Suk, 2016, Wan et al., 2022), whereas its receptor is mainly expressed in neurons, astrocytes, and endothelial cells (Jin et al., 2014). The addition of Lcn2 to primary neurons reduces dendritic spine density (Mucha et al., 2011), and *Lcn2*-deficient mice show higher dendritic spine density (Skrzypiec et al., 2013). Furthermore, Lcn2 induces pro-inflammatory activation in astrocytes (Jang et al., 2013, Lee et al., 2009). Inflammatory stimuli cause dendritic spine loss and synaptic dysfunction (Centonze et al., 2009, Prada et al., 2018, Tong et al., 2012). Therefore, Lcn2 contributes to the reduction of dendritic spines. Previous research showed that Lcn2 induction peaks at 24 h after MCAO (Jin et al., 2014). However, we found Lcn2-positive astrocytes in the region near the infarct border, especially in the deep cortical layers on POD15 (Fig. 4G). Consistently, we observed dendritic spine loss inhibition in the peri-infarct cortex layer 5 induced by exercise in our previous study (Yamaguchi et al., 2021). Furthermore, Lcn2 promotes demyelination by astrocytic myelin phagocytosis after ischemia, while its inhibition leads to the amelioration of ischemic injury and behavioral abnormalities (Jin et al., 2014, Wan et al., 2022). These data suggest that exercise decreased Lcn2 expression in astrocytes, contributing to the inhibition of dendritic spine loss and recovery of motor function after cerebral ischemia (Yamaguchi et al., 2021).

This study has two major limitations that need to be addressed in future studies. First, we could not determine whether the differences in astrocytes between the MCAO + non-exercise and MCAO + exercise groups were caused by the effect of exercise alone or by the interactive effect of exercise and cerebral ischemia. Second, we could not determine whether the exercise-induced downregulation of Lcn2 expression in post-ischemic astrocytes was dependent on post-ischemic proliferation; however, in any case, exercise affects astrocytic population and phenotype in the peri-infarct cortex. Furthermore, we expected phenotypic differences between newborn astrocytes after ischemia and residential astrocytes before ischemia. Few studies have focused on the differences in the features between pre- and post-mitotic astrocytes. We believe that our data provides a new approach for revealing novel astrocytic functions.

In summary, our results show that voluntary running exercise increases the population of GFAP-positive astrocytes born between POD0 and 3 on POD15 in the peri-infarct cortex. Changes in Lcn2 expression in GFAP-positive astrocytes indicate that exercise alters astrocytic features after cerebral ischemia.

## Funding

This work was supported by JST SPRING (Grant Number JPMJSP2101), 10.13039/100007449Takeda Science Foundation, JSPS KAKENHI (Grant Numbers JP18K15124 to T.S., JP21K15423 to T.S., and JP20K11520 to H.T.).

## CRediT authorship contribution statement

**Natsumi Yamaguchi:** Conceptualization, **i**nvestigation, data curation, formal analysis, writing of the original draft, and funding acquisition. **Toshinori Sawano**: Conceptualization, investigation, data curation, writing of the original draft, funding acquisition, and supervision. **Jin Nakatani:** Investigation, data curation, and writing of the original draft. **Akiko Nakano-Doi:** Methodology. **Takayuki Nakagomi:** Methodology. **Tomohiro Matsuyama:** Methodology. **Hidekazu Tanaka:** Conceptualization, writing of the original draft, funding acquisition, and supervision.

## Conflict of interest

None.

How the deposited data were processed for this re-analysis (not part of the article)

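Gene expression was measured in astrocytes sorted with an ACSA-2 antibody from the ipsilateral cortices of mice after MCAO, on POD15, in a pool labelled MCAO + exercise and a pool labelled MCAO + non-exercise. Each pool held RNA of 4 extracts, about 70 ng of each, and about 200 ng of each pool was measured on 1 Clariom S mouse array. The authors had the arrays normalized with GCCN-SST-RMA by a contracted service, and the submitters' processing notes name Affymetrix Expression Console and RMA without versions. The deposited intensities are on a linear scale for 22142 probe sets. A genome build was not given in the sources used here, and no coordinates are given. No scanner files were used here, so the normalization was taken as deposited. The fixed plan assumed log2 values, and the values turned out to be linear intensities, so log2 was taken first. The direction of every difference follows the deposited labels, and it is opposite to that of Tables 1 and 2 for all 72 genes that could be matched.

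Probe sets were named through the platform annotation. 19527 probe sets had 1 gene symbol, 0 had several and 2615 had none there. They stood for 19494 genes, and for the 33 genes with several probe sets the one with the highest mean level was used. Older gene names in the tables of the study were updated through the RefSeq names and synonyms of the GRCm38.p6 assembly, which matched 72 of 80. The study's filter on the negative control could not be repeated, because no control probe sets were among the rows. The plan's substitute was used, the 25th percentile of each array over named probe sets, passed on at least 1 array. A probe set not above it on 1 array has only a bound there, given as at least N-fold against the background level of that array. Genes counted as higher or lower had a log2 difference above 1 or under -1, as in the study. 52 probe sets had exactly the same value on both arrays, among them very bright ones such as Apoe and Fth1, and a difference of 0 there says nothing if the signal is capped. 300 probe sets shared both values with another probe set.

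With 1 array per group no test was made, no p-value is given and the number of arrays limits the precision. A difference was ranked among the 500 other kept genes nearest in mean level. The median of a list with at least 5 kept members was placed among medians of 10000 random lists matched in 20 bins of mean level. The 47 lists were written before the data were examined but after the tables of the study had been read, so medians without the tables' genes were also computed. For 45 lists a percentile could be given. The genes named are those that the study names as measured on the arrays or stained, the qPCR reference gene Rplp0 (36b4), the 10 kept genes with the largest positive and the 10 with the largest negative difference, and for each list described, members with the largest difference or the highest level. Other genes named, which were chosen after their values were seen, are the table genes Snrnp70, Alcam and Ms4a7, and Syt1, Grin2a, Gad1, Atp1b2, Mpo and those on a pituitary list written after the value of Gh was seen. The values in Tables 1 and 2 had been seen.

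The alternatives set before the data were examined were a background at the 10th percentile, a background passed on both arrays, no background filter, median centring on the kept genes, quantile normalization, a loess correction by mean level with a span of 0.3, an offset of 32 added before log2, the mean of a gene's probe sets, and, for lists, leaving out the genes of Tables 1 and 2. An added alternative, chosen after the values were seen, required on both arrays the lowest level of any listed gene, 11.48 on the log2 scale. The calls were tested on simulated data for 15196 genes, with noise set from the spread of the observed differences at each level. Of 100 genes changed by 2 on the log2 scale 99 were called, of 100 changed by 1.5 83 were called, and 533 of 14976 unchanged genes (3.56%) passed the threshold. Computation used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The GO enrichment, the qPCR and the staining were not analysed here.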

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

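The tests on the genes of Table 2, on the sign of the tables and on overall scale as a whole cause were chosen after the values had been seen, and the others were set before the data were examined.

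The sign of the tables. All 72 matched genes of Tables 1 and 2 had the listed size and the other sign on the arrays as labelled, and for each of the 8 listed genes without a named probe set an unnamed probe set with that size and the other sign, within 5e-05, was present. Either the labels of the 2 arrays were exchanged in the deposit or the subtraction was turned in the tables, and these explanations cannot be told apart, because 72 of 72 is what both predict. In the study Vegfa and Lcn2 were measured by qPCR, and a tendency is reported only for Lcn2, lower with exercise. Staining gave lower Lcn2 protein in GFAP-positive cells. Both results on Lcn2 go with the tables, but these are other measurements. No biological explanation was tested.

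The genes of Table 2. Their higher values on the array labelled MCAO + exercise went with a median difference of 0.70 in 21 oligodendrocyte and myelin markers outside the tables and of 0.66 in 26 neuron markers outside them, each above all 10000 random lists, so a larger share of RNA of either cell type in that pool may account for part of the table. ACSA-2 sorting should remove both cell types, but their transcripts were above background in both pools. On the arrays labelled MCAO + non-exercise and MCAO + exercise, Mbp had log2 values of 18.82 and 19.42 and Camk2a 12.06 and 15.19. Of the kept markers, 6 of 29 for oligodendrocytes and 5 of 29 for neurons also stand on another list. Mbp was higher by 0.60 but Trf, equally a marker at a high level, by 0.01. A uniform share of neuronal RNA would not lower Syt1 by 1.60, Grin2a by 1.14 or Gad1 by 1.04. The astrocyte core genes were higher too, with a median of 0.74 outside the tables. Microglia and endothelial markers were mostly lower, with medians of -0.24 and -0.34. The rise of the astrocyte genes therefore does not speak against a different mix of cells in the pools, which was not measured and stays open. Quantile normalization lowered the 68 matched genes by a median of 0.20, their median from 1.34 (quartiles 1.11 and 1.76) to 1.15 (0.94 and 1.54), so the 25 genes from 1.00 to 1.17 ended under 1 and 63.24% stayed past it; with the lowest left at 0.80, this argues against overall scale as the whole cause, and a part stays open. An effect of running on the astrocytes stays open and untested, since each condition is 1 pool.

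The genes past the threshold at the background used here. The 359 genes that were lower had a median mean level of 5.98 on the log2 scale, under the 7.90 of all kept genes, which is consistent with noise of dim probe sets, and the 573 that were higher had one of 8.74, between that median and the 75th percentile of 10.03, which decides nothing. For the 359 genes, the medians of 0.70 and 0.66 argue against uniformly less oligodendrocyte or neuronal RNA in the pool where they were lower. Both medians were higher in that same pool, whichever label is right. The neuron median does not cover every marker, as 4 of the 26 were lower by more than 1. Grin2b had a difference of -2.41, Syt1 -1.60, Grin2a -1.14 and Gad1 -1.04. A loss of only some neuronal RNA was not tested. With the direction turned to that of the tables the medians are -0.70 and -0.66, and less RNA of either cell type with exercise may then account for part of Table 2, as above. Quantile normalization raised the differences of the 359 by a median of 0.13 per gene and moved their median from -1.18 (quartiles -1.34 and -1.09) to -1.15 (-1.33 and -0.98), so 108 genes from -1.17 to -1.00 ended short of -1 and 69.92% stayed past it; with none left above -0.82, this argues against overall scale as the whole cause, and a part stays open.

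Other results stand out because the signal lies in genes the study does not discuss. Gh, growth hormone, was not above background on the array labelled MCAO + non-exercise and had 15.94 on the array labelled MCAO + exercise, higher by at least 10.86 on the log2 scale, or at least 1862-fold. Nrsn1 was higher by 4.80. Of 45 lists, 13 had a median outside the tables in the top 2.5% of random lists. By chance 1.1 would be expected if the lists, and the genes within each list, were independent. The lists are not independent, as some share members outside the tables. Mbp and Car2 stand on the oligodendrocyte list and that of transcripts carried into myelin, and Stmn2 and Tubb3 on the neuron and neurite lists. The count of 13 can therefore not be weighed against 1.1. The 13 medians were 0.74 for astrocyte core genes, 0.66 for neuron markers, 0.70 for mature oligodendrocyte and myelin markers and 0.97 for neutrophil markers. They were 0.52 for complex I subunits, 0.51 for complexes II and III, 0.78 for complex IV and cytochrome c and 0.67 for complex V. Cytosolic ribosomal protein genes had 0.31, kinesin and dynein motor genes 0.43, neurite and dendrite morphogenesis genes 0.30, cholesterol synthesis genes 0.66 and transcripts carried into myelin 0.60.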

How the results depend on the processing

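No paired analysis was possible because each group has 1 array. With no replicates, a value counted as moved when it changed by 0.2 or more on the log2 scale, and a count when it changed by more than 1.5 times; the first limit was set after the data had been seen. Of 234 values of single genes under the alternatives, 214 did not move, 20 moved and 0 changed sign among those past the threshold, and of 407 list medians 392 did not move, 15 moved and 0 of those in the lowest or highest 2.5% of random lists changed sign. The number of genes that were lower was 359, but 230 when the background had to be passed on both arrays and 99 with an offset of 32, which by construction shrinks the differences of dim genes. The split of the calls also depended on the processing, with 61.5% of calls higher as reported, or 38.5% with the direction turned to that of the tables, and as labelled 47.2% (464 higher and 520 lower) after median centring, 69.2% with the background passed on both arrays and 80.3% with the offset. After quantile normalization 47 of the 72 matched table genes were past the threshold, since the differences of the Table 2 genes fell by a median of 0.20 to a median of 1.15, and the 25 that ended under 1 had lain from 1.00 to 1.17. The median of the neuron markers was 0.89, but 0.62 with the offset and 0.66 without the table genes, that of the neutrophil markers was 0.97, but 0.75 with the offset, and that of the neurite and dendrite morphogenesis genes was 0.57, but 0.30 without the table genes. That of the transcripts carried into myelin was 1.81, but 0.60 without the table genes. Quantile normalization moved the medians of complex I subunits from 0.53 to 0.33, of glutathione and antioxidant genes from 0.43 to 0.21, of activated phagocyte genes from -0.27 to -0.49, of complement genes from -0.15 to -0.38 and of hypoxia-responsive and glycolysis genes from 0.03 to -0.20. At the level of the listed genes, chosen after the values were seen, 68 genes were higher and 4 lower, by construction from fewer genes (1856). This setting also keeps every matched table gene by construction, so list medians there lean on the tables. They were 0.48 for pan-reactive astrocyte genes, 0.89 for kinesin and dynein motor genes and 0.96 for the neurite genes. For canonical Wnt pathway genes the median was 1.06, the value of the Table 2 gene Tle5. For complex IV and cytochrome c it was 1.315, the value of the Table 2 gene Cox4i1. Apart from the effects of construction named, the cause was not tested. Signals near background limit what can be read from dim genes, as 1153 kept genes were above it on only 1 array.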

Differences from the paper's values

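The paper's numbers are 10 upregulated and 70 downregulated genes in the MCAO + exercise group. With the same thresholds on the log2 scale but another background, since the level of the negative control is not named in the paper's text, 573 genes were higher and 359 lower on the array labelled MCAO + exercise, or 359 and 573 with the direction turned to that of the tables. None of the alternatives set before the data were examined came within 1.5 times of either number with the direction turned. As labelled, the offset of 32 gave 99 lower genes against the paper's 70, but these are not the genes of Table 2, all 68 matched ones of which were higher. Another setting, chosen after the values were seen, required on both arrays the lowest level of any listed gene. By construction it dropped 0 of the 72 matched genes. With the direction turned it gave 4 and 68 named genes, and over all probe sets 10 and 71, where 2 of the 71 share both values.

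The direction differs for every matched gene. The paper's log2 fold change is 1.40 for Vegfa and -1.79 for Lcn2, and the differences on the arrays as labelled were -1.40 and 1.79. With the direction turned they were 1.40 and -1.79, and all 72 matched genes then had the paper's values. The paper states that Vegfa was the upregulated secreted factor and that Lcn2, Gstp2, Vtn and Gstp1 were the downregulated ones. By label Vegfa was the lower one and Lcn2, Gstp2, Vtn and Gstp1 were higher by 1.79, 1.13, 1.03 and 1.02. The paper ranks Vegfa and Lcn2 as the secreted factors with the strongest change in either direction, and they also had the largest differences of the 5 here.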

Other observations

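Endothelial, meningeal and MHC class II genes were mostly lower on the array labelled MCAO + exercise. Markers of pericytes and smooth muscle went both ways, with 7 of 12 kept members higher and a median of 0.17. That list joins both cell types, which were not separated. Its contractile genes Acta2, Myh11 and Tagln had differences of -1.53, -1.38 and -0.89. Of 13 kept fibroblast and meningeal markers, 10 were lower, with a median of -0.66, below those of all 10000 random lists, and the collagens Col3a1, Col1a1 and Col1a2 had differences of -1.81, -1.03 and -0.95. Among endothelial markers, the sialomucin Emcn had a difference of -0.69 and the receptor Tek one of -0.65, but the glucose transporter Slc2a1 one of -0.07. Of 6 kept MHC class II genes, 5 were lower, with a median of -0.41 and H2-Aa at -0.65. Activated phagocyte genes had a median of -0.27, with Cst7 at -0.63, Itgax at -0.58 and Gpnmb at -0.47. Without pericytes and smooth muscle, these lists, the microglia markers and the A2 genes were the 6 of 45 with medians under percentile 2.5.

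Genes of cholesterol synthesis and subunits of the mitochondrial complexes were mostly higher. Of 15 kept genes of cholesterol synthesis, 14 were higher, among them Idi1 by 1.31, Cyp51 by 1.18 and Hmgcs1 by 0.88. All 9 kept genes of fatty acid synthesis and desaturation were higher, with a median of 0.57, and of 0.48 at percentile 94.34 over the 7 outside the tables. The desaturase Scd1, a Table 2 gene, was higher by 1.97. All 17 kept subunits of complex V were higher, as were all 13 of complexes II and III, and 30 of 35 subunits of complex I, with Ndufb9 at 1.66. Genes listed as oligodendrocyte precursor markers, some of which mark later stages of the lineage, were split. Enpp6 was higher by 2.23 and Gpr17 by 1.25, the proteoglycan Cspg4 had a difference of -1.26, and the median was -0.33 at percentile 4.47.

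Rplp0, which is 36b4 and served as the reference gene of the qPCR, was itself higher by 1.04 on the array labelled MCAO + exercise, and by 0.81 after quantile normalization. Of the other housekeeping genes, Actb and Gapdh had differences of -0.02 each, Ywhaz 0.43 and Sdha 0.70. The median of the 11 kept, Rplp0 among them, was 0.05, with 7 higher and 4 lower. Relative to Rplp0, the difference of Lcn2 was 0.75 and that of Vegfa -2.44 on the arrays. The qPCR values themselves were not analysed here. Atp1b2, which encodes the ACSA-2 antigen, was higher by 0.58.

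No other pituitary gene had a difference near that of Gh, on a list written after Gh was seen. Besides Gh, 12 were listed, of which 11 had a probe set and 6 were kept. Cga and Prl, not above background on the array labelled MCAO + non-exercise, were at least 1.50-fold and 1.29-fold higher, Pomc was higher by 0.67, and Tshb had a difference of -0.70. The median over the 6 was 0.51, and 0.26 with the 3 that were above background on only 1 array at their bound. Its percentile of 99.12 is not a guide, because these 3 passed the filter only on the array where they were higher.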
